# Identifying Glioblastoma Gene Networks Based on Hypergeometric Test Analysis

**DOI:** 10.1371/journal.pone.0115842

**Published:** 2014-12-31

**Authors:** Vasileios Stathias, Chiara Pastori, Tess Z. Griffin, Ricardo Komotar, Jennifer Clarke, Ming Zhang, Nagi G. Ayad

## Abstract

Patient specific therapy is emerging as an important possibility for many cancer patients. However, to identify such therapies it is essential to determine the genomic and transcriptional alterations present in one tumor relative to control samples. This presents a challenge since use of a single sample precludes many standard statistical analysis techniques. We reasoned that one means of addressing this issue is by comparing transcriptional changes in one tumor with those observed in a large cohort of patients analyzed by The Cancer Genome Atlas (TCGA). To test this directly, we devised a bioinformatics pipeline to identify differentially expressed genes in tumors resected from patients suffering from the most common malignant adult brain tumor, glioblastoma (GBM). We performed RNA sequencing on tumors from individual GBM patients and filtered the results through the TCGA database in order to identify possible gene networks that are overrepresented in GBM samples relative to controls. Importantly, we demonstrate that hypergeometric-based analysis of gene pairs identifies gene networks that validate experimentally. These studies identify a putative workflow for uncovering differentially expressed patient specific genes and gene networks for GBM and other cancers.

## Introduction

Glioblastoma multiforme (GBM) is the most common malignant adult brain tumor, comprising 15.6% of all central nervous system tumors [1]. The median two-year survival is 13.7%, and disease remission following standard therapy occurs within 6.9 months. [1], [2] Treatment includes surgical resection followed by radiation and temozolomide (TMZ) administration. However, TMZ resistance is nearly universal, suggesting that we need to understand the genetic landscape of GBM tumors more extensively in order to uncover more effective therapies [3].

Recent developments in oncogenomics point to a highly heterogeneous genomic landscape in GBM [4], [5]. Importantly, this heterogeneity necessitates genome and transcriptome analyses of each tumor individually in the hopes of discovering patient specific therapies [6]. However, discovering patient–specific transcriptional alterations is difficult given the low patient sample size (n = 1). This is especially true when using RNA sequencing given the discordance of different RNA-Seq alignment and analysis algorithms when sample size is small [7].

One possibility to increase the available sample size is to utilize transcriptome data in publicly available databases as a reference. For instance, The Cancer Genome Atlas (TCGA) has performed gene expression microarray analysis in over 400 GBM patients examining them using two different platforms (Agilent and Affymetrix). Thus, it is possible to use these data as a reference set, to compare the RNA sequencing results from a single tumor sample and identify differentially expressed genes and gene networks. Utilizing a novel bioinformatics pipeline we were able to perform a patient-specific analysis of the GBM transcriptome based on the overlap between our RNA-Seq data and the TCGA GBM data. This approach allowed us to identify and filter out potential artifacts due to low sample size.

In this report we identified a patient specific list of differentially expressed genes (DEGs), which can be used as input for multiple types of analyses including gene co-expression networking. Genes that co-express across multiple samples are often implicated in similar functions [8] and many disease-associated genes have been discovered through co-expression network analysis [9]. Most methods used in previous studies are based on the calculation of correlation coefficients (usually Pearson) of gene pairs as an indication of co-expression. Furthermore, either weighted [10] or unweighted [11] processes involving the proposed connections between genes are used to determine the significance thresholds for assigning a connection between any two nodes (i.e., genes) in the resulting network. Our studies suggest that utilizing correlation and hypergeometric tests identifies experimentally validated gene connections, which can potentially assist in discovering patient specific therapies.

## Materials and Methods

### RNAseq quality control and genome mapping

We performed whole transcriptome sequencing on two GBM tumors (GBM17 and GBM31) and two control samples from epileptic patients using the Illumina HiSeq sequencing platform. Preliminary screening was performed in FastQC (FASTQC 2012) and BLAST [12] to assess the sequence read quality and to filter for potential adapter contamination. Low quality reads were trimmed and adapters were removed in downstream analysis. Remaining reads from each sample were mapped to the human genome using TopHat Version 2.0.4 [13], [14].

After read trimming, samples GBM17, GBM31, Control16, and Control34 had 87.18%, 78.56%, 86.79%, and 92.31%, reads mapped, respectively. For each sample, we also assessed the distribution of genes that mapped to the human genome in order to gauge the quality of the experiment. GBM17, GBM31, and Control 34 yielded approximately 15,000 genes with nearly 100% transcript coverage in the reference human genome. 

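The files give, for each Ensembl gene, the number of reads counted on the gene and the fraction of its annotated length covered by reads, both as the authors deposited them. The paper counts genes with nearly complete transcript coverage here and gives no cut-off for it. Genes with at least 1 read, a wider definition, were counted first. By this count GBM17 had 37524 genes, GBM31 had 35328 and Control34 had 37511, out of 60177632, 43977412 and 39871022 reads counted on genes. The count depended on the share of the gene that had to be covered. With at least 50% of the length covered there were 27224 genes in GBM17, 24362 in GBM31 and 27302 in Control34. With at least 90% covered the numbers were 19073, 16943 and 18677, and with at least 99% covered they were 13205, 11660 and 12722. The 99% setting moved the counts most. A gene of these samples that had any read was covered over a median of 90.7% of its length in GBM17, 87.9% in GBM31 and 89.8% in Control34. Each value comes from 1 sequenced sample, so none has a replicate error, and 3 reads correspond to between 0.05 and 0.075 CPM in these samples.

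**Figure D1:**
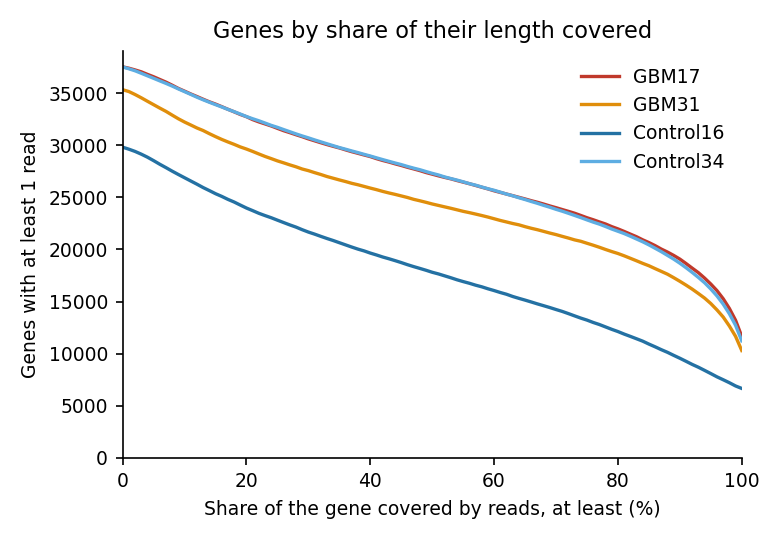
Number of genes with at least 1 read (y axis) whose length was covered by reads over at least the share on the x axis (%), with a line for each of the 4 samples. Control16 runs below the other samples at every share, with 17808 genes at 50% against 24362 to 27302 in the others.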

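Control16 was not the sample with the fewest reads. Its 47563469 reads counted on genes were more than those of GBM31 (43977412) and Control34 (39871022). These reads fell on 29812 genes with at least 1 read, against 35328 to 37524 in the other 3 samples, and on 27741 genes with at least 10 reads, against 27557 to 29758. The gap was wider when the covered length was used. At least 50% of the length was covered in 17808 genes of Control16, at least 90% in 9558 and at least 99% in 6898, and a gene with any read was covered over a median of 66.2% of its length. The setting that moved the count most among those chosen in advance was the 99% coverage, with 6898 genes. More than 95% of the length was covered in 8085 genes of Control16, a cut-off tried only after the files had been seen. There is no replicate of Control16, so these counts carry no error.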

Control16 had only 8,085 mapped genes. Only the common 8,085 genes were used in the 4 differential expression analyses that followed.

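Genes with at least 1 read in each of the 4 samples numbered 26452, and this set was used for the tests described beside the Results. Requiring at least 10 reads in each sample left 22354 genes, and requiring at least 50%, 90% or 99% of the length to be covered in each sample left 15429, 7802 and 5512 genes. The 99% setting moved the number most. With more than 95% of the length covered, a cut-off chosen after the files had been seen, 6486 genes were left in all 4 samples, and 8085 when only Control16 had to meet it. Of those 8085 genes, 7317 had at least 1 read in each of the other 3 samples. Control16 was the sample that decided membership most often, since 4049 genes had reads in the other 3 samples and none in Control16, against 287 genes for Control34, 437 for GBM17 and 1490 for GBM31.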

### RNAseq Differential Expression Evaluation

Four differential expression analysis tools, rather than one single tool, were applied to the data and the results from all four tools were compared. This yielded results that are relatively robust to both varying tool approaches to sequencing depth normalization and statistical tests employed, as well as to inherent variability in the RNA-Seq data. The four methods used were: baySeq 1.10.0 [15], DESeq 1.8.3 [16], edgeR 2.6.12 [17], and Cuffdiff 2 [13].

### TCGA Microarray Expression Data

Two expression datasets were collected from The Cancer Genome Atlas (TCGA) in 07/02/2014 (https://tcga-data.nci.nih.gov/tcga/). The first dataset contained tumor specific expression data from 433 glioblastoma patients (P1-P433) and the second dataset contained brain tissue expression data from 10 epileptic patients. All samples were analyzed with both the AgilentG4502A Microarray Platform and the Affymetrix HG-U133 Microarray Platform. The Level 3 (processed) data for these samples were downloaded and further analyzed. The data processing and quality control were performed by The Broad Institute's TCGA workgroup. The AgilentG4502A Level 3 data consisted of the lowess normalized log2 expression values [18]. The Affymetrix HG-U133 Data were RMA normalized and hence are on a log2 scale [19].

Differentially expressed (DE) genes between glioblastoma patients and epileptic controls were identified by using the *limma* package in R [20] (moderated t-statistic and also the Benjamini and Hochberg's method to control for FDR). Out of the 17,814 genes detected by the AgilentG4502A Platform, 6,889 genes were found to be differentially expressed (FDR adjusted p-value<0.05). Out of the 12,042 genes detected by the Affymetrix HG U133 Platform, 7,503 genes were differentially expressed (FDR adjusted p-value<0.05). Filtering for genes that had a minimum fold change was not performed at this step, as it would only depict the gene expression tendency according to the average of all the patients and may conceal any gene expression patterns that characterize particular subgroups of patients. Minimum fold change filtering was performed at a later stage of the analysis. Patient specific gene expression fold change was calculated for each patient relative to the average gene expression in the TCGA tissue specific controls.

### Hypergeometric Test

A hypergeometric-based test was used to assess the significance of co-expression across samples between two genes of a gene pair. The rationale behind using the hypergeometric test was that if 2 genes had any biological and/or functional association, they would be found co-expressed in a higher number of samples than expected by chance. We tested under the null hypothesis that the property of a gene to be DE in one sample is independent of the property of another gene to be DE in the same sample. The p-value was derived from the hypergeometric function below where f: total number of patients, d: number of patients for which Gene1 is DE, g: number of patients for which Gene2 is DE, n: number of patients for which both Gene1 and Gene2 are DE 
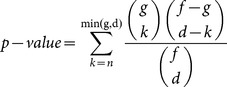
Our pipeline and the scripts for calculating the Pearson Correlation Coefficient and the Hypergeometric test can be found in (S4 Fig., S1 File).

### Creating Networks

Networks from the selected gene pairs were created using the open source Cytoscape 3.1.0 as described in [21]. Further, the STRING9.1 Protein-Protein Interaction Platform [22] was employed to verify the functional relevance of the discovered networks.

## Results

### Identifying genes differentially expressed in GBM via RNA sequencing and TCGA enrichment

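Total RNA from 2 glioblastoma tumors (GBM17 and GBM31) and from brain tissue of 2 patients with epilepsy (Control16 and Control34) was depleted of ribosomal RNA and sequenced, with 1 library per patient. Each tumor is therefore a group of 1 sample (n = 1) and the controls a group of 2 (n = 2), and a difference between a tumor and the controls has no replicate check on the tumor side. The authors trimmed the reads, mapped them to the human genome with TopHat and counted them on Ensembl genes, and they deposited for each sample the raw number of reads per gene together with the fraction of the gene's length that the reads covered. The gene coordinates in the files are those of the GRCh37 genome build. The counts sum to 60177632 reads in GBM17, 43977412 in GBM31, 47563469 in Control16 and 39871022 in Control34. The listed length was larger than the genomic span in 798 genes, which may come from summing the lengths of overlapping annotated features. A read may then enter a count repeatedly, but the lengths alone cannot show how reads were counted. Counts were used as deposited, normalized with edgeR's TMM factors (0.926 for GBM17, 1.002 for GBM31, 1.027 for Control16 and 1.049 for Control34) and reported as CPM. The counts of Control16 and Control34 differed by far more than sampling noise (chi-square of 82.5 per degree of freedom over 26205 genes). Repeated counting of reads would also raise this value, so it does not decide how the samples relate. They come from different patients and were treated as separate samples. Across the 26452 genes with reads in every sample, the Spearman correlation of the CPM values was 0.939 between the controls, 0.933 between the tumors, and between 0.778 and 0.844 for a tumor with a control. These correlations are across genes, which are not independent replicates.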

We performed RNA sequencing on 2 GBM tumors (GBM17 and GBM31) and 2 epilepsy control tissues (Control16 and Control34) using the Illumina HiSeq platform. 

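Each tumor was tested against Control16 and Control34 with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment on the 26452 genes with at least 1 read in all 4 samples. In GBM17, 5743 genes had an adjusted p under 0.05, 2772 higher and 2971 lower than in the controls. In GBM31 there were 5496 such genes, 2341 higher and 3155 lower. The spread entering these tests came from the controls alone (biological coefficient of variation 0.443). Of the 3861 genes DE in both tumors, 3835 changed in the same direction.

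The gene with the smallest adjusted p in GBM17 was TOP2A, on chromosome 17 from 38544768 to 38574408 (GRCh37), with 373.34 CPM in GBM17, 270.99 in GBM31, and 0.25 and 0.24 in the controls. Its log2 fold change was 10.59 in GBM17 (standard error 0.40, adjusted p = 5.24e-10) and 10.1 in GBM31 (standard error 0.42, adjusted p = 1.97e-10). Next in GBM17 were ABCA13, SERPINA3, TNC, CHI3L1, ANXA1, VCAM1, CD163, ANXA2 and EGFR, all higher than in both controls, with log2 fold changes from 5.14 (EGFR, standard error 0.29) to 10.18 (ABCA13, standard error 0.47). The annotation lists pseudogenes of ANXA2, so its count is uncertain. SERPINA3 had 405.94 CPM in GBM17 against 2.1 ± 0.07 in the controls (SD, n = 2), and TNC had 1873.32 against 17 ± 2.94 (SD, n = 2).

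In GBM31 the smallest adjusted p belonged to EGFR, on chromosome 7 from 55086714 to 55324313, with 12077.97 CPM against 37.46 ± 4.19 in the controls (SD, n = 2) and a log2 fold change of 8.34 (standard error 0.27, adjusted p = 1.18e-11). EGFR-AS1 lies inside the EGFR locus on the opposite strand, and its count (677.17 CPM in GBM31) is uncertain if the authors' counting ignored the strand. The other genes of the first 10 were TOP2A and SYT1, PCLO, SNAP25, MYT1L, ST8SIA3, CNTNAP2 and GABRA2, these last 7 all lower in GBM31. SYT1, for example, had 0.14 CPM in GBM31 against 1320.91 ± 203.73 in the controls (SD, n = 2), and its log2 fold change was -13.2 (standard error 0.52). The same gene had 59.1 CPM in GBM17.

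Among the settings chosen in advance, the one that moved the number of DE genes most was the coverage of at least 90% of the gene in every sample, which left 1557 DE genes in GBM17 and 1361 in GBM31. That filter also cut the genes tested from 26452 to 7802, so the lower counts are not by themselves a lower share. Leaving out a control left 1 sample against 1, tested with an assumed variation, and gave from 3769 to 5454 DE genes in GBM17 and from 3697 to 5210 in GBM31. The fold changes of the named genes kept their direction and stayed past the threshold under every setting chosen in advance that kept them.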

Focusing on patient specific transcriptionally expressed genes, we compared the transcriptome of each tumor individually with the two controls. In order to ameliorate the increased uncertainty of the different algorithms due to low sample size [7], we used four, rather than one, differential expression tools (baySeq, Cuffdiff, EdgeR and DESeq), as described in the Materials and Methods Section. 

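The counts were tested in 4 ways for each tumor, with edgeR's exact test, edgeR's quasi-likelihood test, DESeq2 and limma-voom, each at a Benjamini-Hochberg adjusted p under 0.05. baySeq and Cuffdiff were not available here, so limma-voom and the quasi-likelihood test stand in their place, and DESeq2 stands in for DESeq. The overlap below is that of these 4 tests, of which 2 belong to edgeR. In GBM17 the tests called 5627, 5743, 6405 and 6368 genes in that order, and 7116 genes were called by at least 1 test. All 4 tests called 5250 of these (73.8%), and 1021 (14.3%) were called by 1 test only. In GBM31 the numbers were 5394, 5496, 6191 and 5558, with 6679 genes called by any test, 4794 (71.8%) by all 4 and 954 (14.3%) by 1 only. DESeq2 and limma-voom shared 5679 genes in GBM17 and 5098 in GBM31. All 4 tests use the same pair of controls and have no replicate of the tumor. Of the settings fixed before the files arrived, the coverage of at least 90% in every sample moved the consensus of the tests most, and under it at least 3 of the 4 tests called 1548 genes in GBM17 and 1363 in GBM31. The paper reasons that the lists of different algorithms diverge when the sample size is low, and for that reason combined 4 of them.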

As expected, the four algorithms yielded mostly non-overlapping lists of differentially expressed genes. We defined a given gene as ‘differentially expressed (DE)’ if at least three of the four algorithms called the gene as differentially expressed. By performing this type of analysis, we identified 1,081 DE genes for GBM17 and 967 genes for GBM31, respectively (Fig. 1, S1 Fig.).

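With at least 3 of the 4 tests required, 5682 genes were DE in GBM17, of which 2771 were higher and 2911 lower than in the controls. In GBM31, 5441 genes were DE, 2354 higher and 3087 lower. These numbers rest on the 26452 genes with at least 1 read in every sample, on 1 tumor sample each and on 2 controls, so they have no replicate error. Asking for 2 of the 4 tests gave 6095 and 5725 genes, and asking for all 4 gave 5250 and 4794. An absolute log2 fold change above 1.2 left 5295 and 5032. The gene filter moved the consensus most. When at least 90% of each gene had to be covered in every sample, 1548 genes were DE in GBM17 and 1363 in GBM31. When the genes were limited to the 8085 with more than 95% of their length covered in Control16, a filter chosen after the data had been seen, the numbers were 1384 and 1368. Both filters also cut the number of genes tested.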

**Figure 1:**
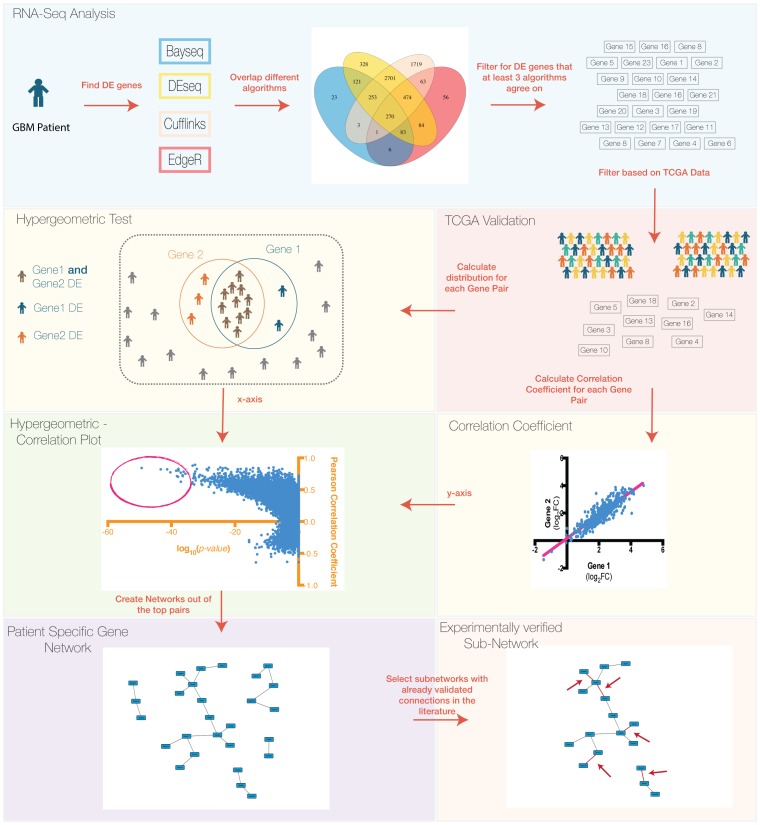
Pipeline for identifying patient-specific gene association in GBM. Our first step in our pipeline is to identify Differentially Expressed (DE) genes that are represented in 3 out of 4 algorithms. Next, we filter this DE gene list for those genes that overlapped with DE genes in the TCGA GBM Database. We then calculate the Correlation Coefficient and a hypergeometric p-value for every gene pair. Finally, by selecting the gene pairs with the highest correlation values we create a patient specific gene correlation network, which can be experimentally verified. As a starting point for our experiments, we can use the sub-networks in which, already verified connections exist in the literature.

In order to assess whether these results represent the phenotype of interest (GBM) or individual sample variability, we compared our RNA sequencing results to results from a greater number of samples, namely, the TCGA microarray dataset. Previous studies have shown that RNA-Seq results can be compared to those derived from microarrays [23], [24], [25]. We created a TCGA DE gene list by comparing TCGA patients and TCGA controls. In order to avoid any platform specific biases, we selected only TCGA patients (n = 433) and controls (n = 10) that were analyzed with both microarray platforms (Agilent and Affymetrix). When we examined these data, we found that 5,200 genes were found by both platforms to be DE and concordant, i.e, *not* upregulated in one platform and downregulated in another platform. Of these 5,200 DE genes, we found that 585 are DE in GBM17 and 514 are DE in GBM31 (S1 Fig.). In S2 Fig. we can see that when using the consensus of at least 3 algorithms, the number of common DE genes between our RNAseq data and the TCGA data remains relatively the same. On the other hand, when only one algorithm was taken into account, the number of overlapping genes (between RNAseq and TCGA) was greatly dependent on the fold change threshold selection. Therefore, we opted for the 1.2 fold change threshold, in an attempt to obtain a high and significantly relevant number of genes.

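The effect of a fold change threshold was counted on the RNA-seq side, and the TCGA expression values were not analysed here. Of the 5682 genes called by at least 3 of the 4 tests in GBM17, all were kept at a fold change above 1.2 or 1.5 in either direction, 5646 (99.4%) above 2 and 4456 (78.4%) above 3. In GBM31, 5441 genes were kept at 1.2 and at 1.5, 5377 (98.8%) at 2 and 4207 (77.3%) at 3. Every list was cut on the fold changes of the quasi-likelihood test, not on those of its own test. On this measure, lists of edgeR's tests and of DESeq2 were cut to a similar degree, and the list of limma-voom was cut more. At a fold change above 3, edgeR's exact test kept 80.3% of its GBM17 genes and 79.3% of its GBM31 genes. The quasi-likelihood test kept 76.5% and 75.3%, DESeq2 kept 76.8% and 75.7%, and limma-voom kept 70.9% and 71.3%. Above 2, limma-voom kept 94% and 95%. With 1 tumor against 2 controls, a gene had to change by more than 1.5 times to be called by at least 3 tests, so a threshold of 1.2 removed none. The authors' script in S1 File applies 1.2 to the absolute log2 fold change of each TCGA patient. The same cut-off on the RNA-seq log2 fold changes kept 5295 genes (93.2%) in GBM17 and 5032 (92.5%) in GBM31. The alternative chosen in advance that moved the consensus most was again the coverage of at least 90% in every sample, with 1548 and 1363 genes before any fold change threshold. From the way the overlap with TCGA varied with the threshold, the paper chose the 1.2 fold change for the steps that follow.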

### Identifying Gene Pairs and Networks Using Hypergeometric Test Analysis

As acquired drug resistance is one of the main reasons for the ineffectiveness of current glioblastoma treatment, the identification and simultaneous inhibition of multiple therapeutic targets is essential for identifying effective combination therapies. However, the large genetic variation among glioblastoma tumors necessitates a more patient-specific approach when identifying potential therapeutic targets. For this, we tried to create gene networks based only on genes that were DE in that specific RNA-Seq sample. 

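The genes that entered the networks of S1 Table were looked up in the counts. S1 Table names 26 genes for GBM17 and 24 for GBM31, of which 24 and 22 could be matched to the files by their symbol. All 24 were DE in GBM17 and all 22 in GBM31 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p under 0.05), and each was also called by at least 3 of the 4 tests. In GBM17, 23 were higher than in the controls and 1 was lower, with a median log2 fold change of 2.87. The largest increases were in KIF14 (76.31 CPM against 1.41 and 0.58 in Control16 and Control34, log2 fold change 6.28, standard error 0.53), NUSAP1 (5.94, standard error 0.6) and CENPF (4.95, standard error 0.34). The smallest increases were in LMNA (2.1, standard error 0.46, adjusted p = 0.00359) and MAD2L1 (2.26, standard error 0.51, adjusted p = 0.00404). NEUROD2 was the gene that was lower (0.54 CPM against 14.94 and 14.84, log2 fold change -4.74, standard error 0.74).

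In GBM31, 18 genes were higher and 4 lower, with a median log2 fold change of 3.14. NUSAP1 (log2 fold change 6.63, standard error 0.56), ASPM (6.18, standard error 0.44) and KIF14 (6.03, standard error 0.54) rose most. NEUROD2 (-7.3, standard error 0.91), SEC14L5 (-6.81, standard error 0.8) and TPPP (-4.11, standard error 0.39) fell most. More than 95% of the length was covered in Control16 for 0 of the 24 genes and 2 of the 22, a cut-off chosen after the data had been seen. The filter on coverage moved the result most. With at least 90% of the gene covered in every sample, 0 of the S1 Table genes remained in either tumor. On these DE genes of each sample, the paper bases its search for co-expression in the TCGA patients.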

After determining the DE genes for each sample, and ‘filtering’ or selecting those that are also DE in the TCGA data, we searched for any significant co-expression among these patient-specific DE genes in the TCGA data. Our hypothesis was that if there were any functional association between gene pairs, then this association could be observed based upon their co-expression in the TCGA population. We utilized two methods to identify co-expression. First, the Pearson Correlation Coefficient (PCC) was used to determine if the expression level of one gene could be indicative of the expression level of the second gene. Next, a hypergeometric test was used to calculate the probability of a pair of genes being both DE in a specific number of patients by chance. Gene pairs with a low p-value indicate the tendency of these genes to be DE together in a higher number of patient samples than we would expect by chance. For every gene pair, we plotted both its PCC and its hypergeometric probability in the TCGA population (S1 Fig.). Our results indicate that pairs of genes that are DE in a larger proportion of patient samples also have more highly correlated expression values across the total TCGA GBM cohort. Finally, as outliers heavily influence the PCC, we calculated the Spearman Correlation Coefficient for every gene pair as well. As shown in S3 Fig. we found that gene pairs with high PCC also have a very high Spearman Correlation Coefficient, indicating that the PCCs we calculated were generally not the byproduct of outliers.

As our aim was to define patient-specific and glioblastoma-relevant gene networks, we used the most statistically significant gene pairs in each RNA-Seq sample in order to reconstruct the networks. Our most significant gene pairs (S1 Table) consisted of the ones that had a PCC above 0.7 and were in the lowest 40% of the range of the hypergeometric log_10_ scale ([−46.15, −27.69] for GBM17 and [−44.72, −26.83] for GBM31). These gene pairs were selected for each patient sample separately and were imported to Cytoscape [26] where the network was created. In order to verify the functional relevance of these networks, we employed the STRING9.1 Protein-Protein Interaction Platform [22]. STRING 9.1 can take into account a variety of sources in order to reconstruct networks out of a given gene list. For our study, we only chose the conservative options of searching in Databases, Experiments and Text-mining. To ensure the accuracy of the text-mining algorithm, we manually verified the text mining output. As shown in Fig. 2, there is overlap between the networks created from our pipeline and gene associations indicated by STRING 9.1. To examine whether the hypergeometric test yielded greater experimentally verified interactions, we kept the PCC filter (>0.70) constant but varied the hypergeometric test p-values. As before, we compared our gene networks with curated interaction data via STRING 9.1. As shown in Fig. 3 and S2 Table, fewer experimental data validated the gene network connections created by these gene pairs when we only used a PCC filter. Thus, our studies suggest that a hypergeometric distribution test can potentially enrich more experimentally verified gene pairs.

**Figure 2:**
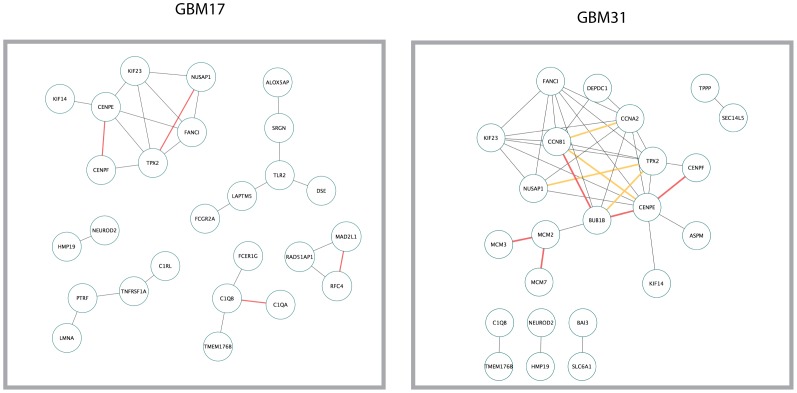
Correlation networks created by using the top gene pairs for each patient. The number of connections we identified were compared to those previously described in the literature (red). Yellow indicates connections, which were identified in protein-protein interaction databases.

**Figure 3:**
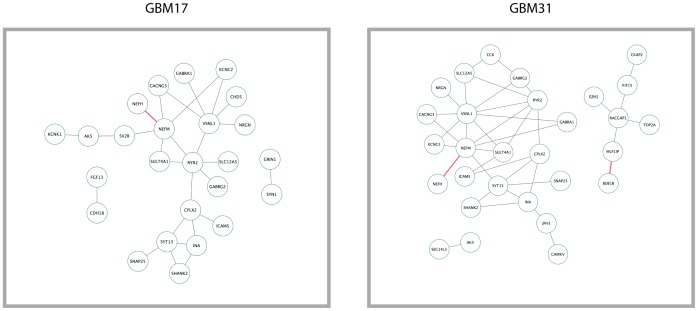
Gene Networks created by Pairs with high PCC (greater than 0.7) and high hypergeometric p-value yield less experimentally verified interactions. The number of connections identified was calculated for gene pairs with high PCC and high hypergeometric p-values. These connections were then compared to those identified in the literature. Note that few connections were found to be experimentally validated.

### Identifying Epigenetic-Signaling Pathway Interactions Based on Hypergeometric Test Analysis

Several studies suggest that epigenetic and signaling pathways control GBM progression [27]. We therefore reasoned that the gene networks robustly uncovered by the bioinformatics pipeline described above would potentially include the interactions of DE genes involved in signaling or epigenetic pathways. To test this, we created a discrete gene list consisting of 464 genes (through KEGG Pathways) (S3 Table) that encoded for either epigenetic modulators, or genes implicated in the Notch, Shh and Wnt Pathways. 

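S3 Table was matched to the counts by gene symbol, and 440 of its 464 genes were found. Reads in all 4 samples were present for 396 of them. Of these 396, 110 (27.8%) were DE in GBM17, 62 higher and 48 lower, and 104 (26.3%) were DE in GBM31, 54 higher and 50 lower (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p under 0.05). Among the epigenetic genes 55 of 225 were DE in GBM17 and 50 of 225 in GBM31. For the Notch list the numbers were 13 of 44 in both tumors, for the Shh list 9 and 10 of 42, and for the Wnt list 44 and 40 of 118. The share among all other tested genes was 21.6% in GBM17 and 20.7% in GBM31 (Fisher's exact test across genes, p = 0.00387 and p = 0.00864). Against the other protein-coding genes, of which 30.3% and 29% were DE, the shares did not differ (Fisher's exact test, p = 0.318 and p = 0.261). Genes are not independent replicates, and each tumor is a single sample. The filter on coverage moved these numbers most. Requiring at least 90% of the gene covered in every sample left 28 DE genes in GBM17 and 23 in GBM31, and the limit to genes with more than 95% covered in Control16, chosen after seeing the data, left 19 and 17. Both filters also cut the number of genes tested. Only 46 of the matched genes had more than 95% covered in Control16. Lower counts therefore do not by themselves show a lower share of DE genes. The paper reasons that its networks may potentially include interactions of DE genes from these pathways. It takes this list as the set to be paired with the DE genes of each patient.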

Out of the 464 Epigenetic/Pathway (E/P) related genes, 418 genes were differentially expressed in the TCGA GBM data from the Agilent Microarray Platform. In order to find the non-random co-expression of E/P genes together with genes that were differentially expressed on each patient, we employed our pipeline. As shown in Fig. 4, the more statistically significant gene pairs have a higher expression correlation in the whole population of 433 GBM patients. 

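The genes drawn in Fig. 4 were looked up in the counts of the tumor for which they were drawn. For GBM17, 27 of the 31 genes were matched by symbol, 24 had reads in all 4 samples, and all 24 were DE, 9 higher and 15 lower (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p under 0.05). FZD7 rose most (52.67 CPM against 3.48 and 0.82 in the controls, log2 fold change 4.64, standard error 0.63, adjusted p = 5.12e-05), followed by LGALS1 (4.05, standard error 0.53) and C1RL (3.86, standard error 0.43). CA10 fell most (1.17 CPM against 66.31 and 97.59, log2 fold change -6.09, standard error 0.54, adjusted p = 8.16e-07), followed by DLGAP2 (-5.73, standard error 0.66) and NELL1 (-5.71, standard error 0.56). For GBM31, 37 of the 40 genes were matched, 34 had reads in all 4 samples, and all 34 were DE, 13 higher and 21 lower. MEOX2 (46.94 CPM against 0.29 and 0.68, log2 fold change 6.61, standard error 0.6), CENPF (5.81, standard error 0.32) and EZH2 (4.84, standard error 0.48) rose most. PCSK2 (log2 fold change -10.41, standard error 0.73) and WIF1 (-10.05, standard error 0.8) were among the genes that fell most. Each had 2 reads in GBM31, under the 3 reads taken as the smallest value that can be shown. The size of their fall is therefore uncertain. The 3 genes of each network without reads in a sample were DE as well when genes with a read in any sample were tested, so that all 27 and all 37 passed. A coverage of at least 90% in every sample cut the number of genes tested. For the wider list of epigenetic and pathway genes, the number that were DE was moved most, among the settings chosen in advance, by that filter, to 28 in GBM17 and 23 in GBM31. From the pairs of such genes with the DE genes of each patient, the paper proposes possible interactions between the pathways and the patient's DE genes.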

These studies yielded potential interactions of signaling pathways or epigenetic regulators with GBM patient specific DE genes.

**Figure 4:**
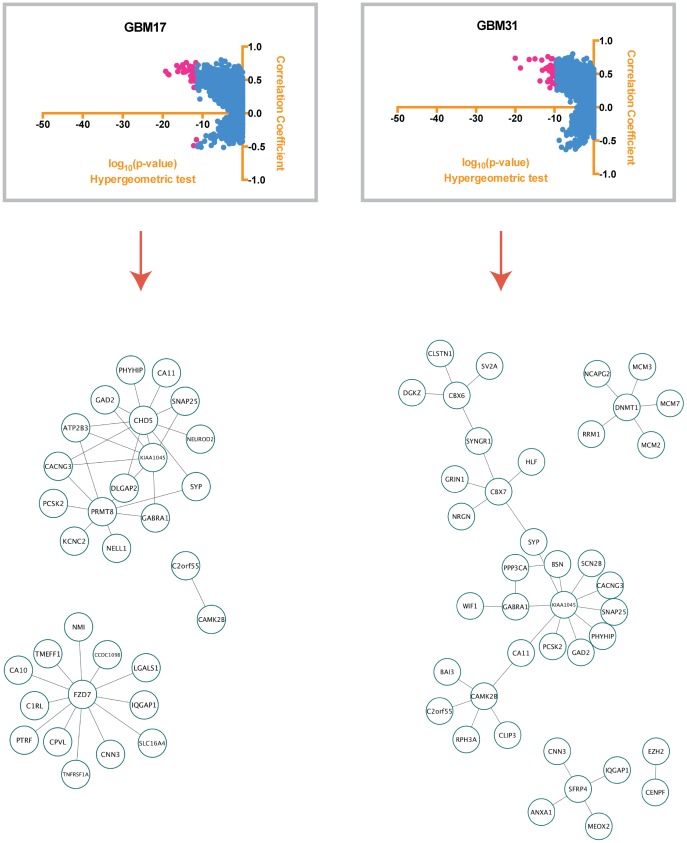
Correlation networks identified that intersect epigenetic pathways/signaling pathways with patient specific DE genes. Connections were calculated for gene-gene pairs emanating from epigenetic pathways or genes in the Notch, SHH, or WNT pathways and genes that were Differentially Expressed in each patient.

## Discussion

Combination therapies that effectively disrupt multiple pathways are likely to reduce GBM recurrence. However, identifying these therapies is contingent upon uncovering patient-specific genomic and transcriptomic alterations. One major issue is how to generate robust analytical results from gene expression data when sample size is low. To circumvent this problem, we elected to employ multiple different RNA-Seq algorithms and compare the results common to most algorithms with results based on the transcriptional profile of over 400 GBM tumors analyzed by TCGA. With this approach, we identified genes that not only were differentially expressed in our patient specific sample but also were differentially expressed in a significant number of TCGA patient samples. These true positive genes were subsequently used to create gene co-expression networks to identify any potential functional similarity. By using a hypergeometric test in addition to the PCC, we identified experimentally validated gene-gene interactions.

One gene network that has been experimentally verified in multiple biological contexts is the highly conserved MCM (Mini-Chromosome Maintenance) network containing the DNA replication licensing factors MCM2, MCM3, and MCM7. We identified this network as overexpressed in GBM sample 31. 

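MCM2, MCM3 and MCM7 encode subunits of the helicase that is loaded at DNA replication origins. In GRCh37, MCM2 (ENSG00000073111) lies on chromosome 3 from 127317066 to 127340616, MCM3 (ENSG00000112118) on chromosome 6 from 52128807 to 52149472 and MCM7 (ENSG00000166508) on chromosome 7 from 99690351 to 99698933. MCM2 had 32.97 CPM in GBM31 and 4.94 ± 1.24 in the controls (SD, n = 2), a log2 fold change of 2.74 (standard error 0.5, adjusted p = 6.91e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). MCM3 had 70.3 CPM against 17.2 ± 5.59 (SD, n = 2), a log2 fold change of 2.03 (standard error 0.4, adjusted p = 0.00128 from the same test). MCM7 had 57.98 CPM against 6.65 ± 1.12 (SD, n = 2), a log2 fold change of 3.13 (standard error 0.43, adjusted p = 3.9e-05). The reads behind these values were 1445, 3081 and 2541 in GBM31, against 281, 1022 and 283 in Control16 and 168, 548 and 308 in Control34. GBM31 is a single sample, and the spread in the test is that of the controls.

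In GBM17 the log2 fold change was 0.53 for MCM2 (standard error 0.66, adjusted p = 0.644), 1.08 for MCM3 (standard error 0.45, adjusted p = 0.102) and 2.29 for MCM7 (standard error 0.48, adjusted p = 0.00244). Whether the tumors differ from each other was not tested.

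Leaving out Control16 moved the log2 fold change of MCM3 most, to 2.408 (adjusted p = 0.0399, edgeR's likelihood ratio test with an assumed variation). Without Control34 it was 1.733 and no longer passed the threshold (adjusted p = 0.136, the same edgeR test). MCM2 and MCM7 stayed past the threshold under every setting chosen in advance that kept them. Their log2 fold changes ran from 2.503 to 3.02 and from 2.961 to 3.307 when a control was left out. The paper identifies the MCM network as overexpressed in this tumor, and uses the co-occurrence of its genes in the TCGA patients to tell its pairs from pairs that only have a high correlation.

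**Figure D2:**
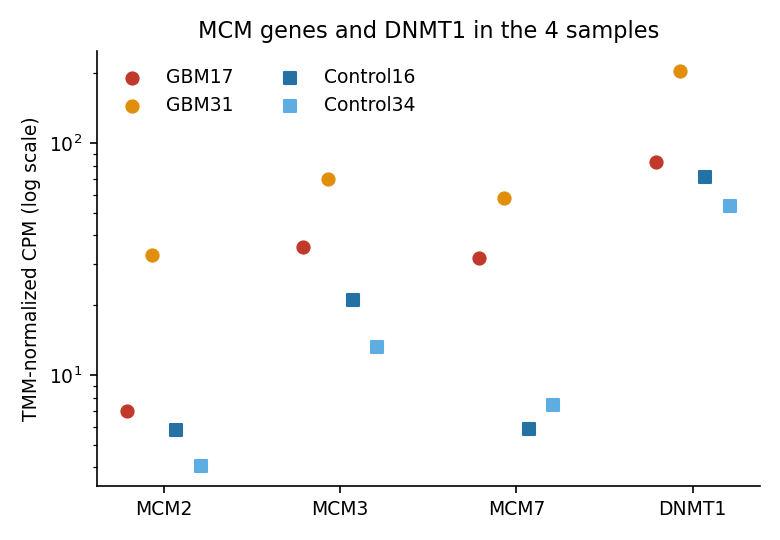
TMM-normalized CPM (log scale) of MCM2, MCM3, MCM7 and DNMT1 in each of the 4 samples, with circles for the tumors and squares for the controls. GBM31 is the highest sample for each gene, at 32.97, 70.3, 57.98 and 205.82 CPM.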

With the hypergeometric test, we detected a high probability of the MCM subunits to be overexpressed in the same patient samples in the TCGA dataset and were able to distinguish them from other gene pairs that only showed a high correlation coefficient (but little co-occurrence within patients). Importantly, the MCM pathway has been implicated in multiple cancers including GBM [28], [29]. Thus, our pipeline can be utilized to identify DE gene-gene interactions and networks in GBM that have a higher likelihood of validation relative to interactions and networks identified by correlation alone.

The stringency of our filtering of the DE genes from any given patient, however, is likely to also yield false negatives. For instance, we chose to only explore DE genes that were detected in at least 3 out of 4 RNA-Seq algorithms, which may have excluded some true positives. It may be informative to use other statistical methods in addition to the hypergeometric test to determine whether there are alternative approaches that would also yield results that are enriched for experimentally verified gene networks. In addition any proposed pipeline will involve subjective choices of thresholds and criteria for significance. We have made reasonable choices, but it is possible that moving to nonparametric and permutation-based results to establish a more systematic approach to threshold selection could lead to pipeline improvements. Nonetheless, our studies identify a robust method for identifying patient-specific gene networks, which can inform the design of effective combination therapies.

We implemented this method to identify potential targets for combination therapies involving epigenetic pathways and the Notch, SHH, and WNT pathways. Our recent studies and those from other laboratories suggest that epigenetic pathways contain attractive new therapeutic targets in GBM [30], [31]. Similarly, the Notch, SHH, and WNT pathways are implicated in GBM cell growth and have been linked to epigenetic pathways [27]. Thus, we reasoned that identifying interaction nodes between either signaling pathways or epigenetic modulators and DE genes could lead to potential synergy in reducing tumor growth. We identified possible nodes of interaction among epigenetic and signaling pathways using our pipeline. Interestingly, we identified possible interaction of the DNA methyltransferase DNMT1 with the MCM proteins (Fig. 4). 

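DNMT1 (ENSG00000130816) lies on chromosome 19 from 10244023 to 10305575 in GRCh37 and encodes the methyltransferase that copies DNA methylation after replication. It had 205.82 CPM in GBM31 (9020 reads) and 62.35 ± 12.52 in the controls (SD, n = 2), a log2 fold change of 1.73 (standard error 0.31, adjusted p = 5.89e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In GBM17 it had 83.37 CPM, a log2 fold change of 0.45 (standard error 0.34, adjusted p = 0.412). Its change in GBM31 was smaller than that of MCM7 (3.13) and MCM2 (2.74) and close to that of MCM3 (2.03), to which Fig. 4 connects it. The call on DNMT1 depended on how the variation was set. With a fixed biological coefficient of variation of 0.4 the adjusted p was 0.053, and with a control left out the log2 fold change ranged from 1.531 to 1.944, with adjusted p values of 0.195 and 0.113 from edgeR's likelihood ratio test. Co-expression across patients was not analysed here. From the pairs drawn in Fig. 4, the paper describes a possible interaction of DNMT1 with the MCM proteins.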

However, these interactions have not been experimentally verified according to STRING 9.1. Nonetheless, they may exist in some GBM patients as DNMT1 has been shown to be a potential GBM therapeutic target whose inhibition leads to an increase of several tumor suppressor genes [32], [33], [34]. Future studies will experimentally verify whether drug combinations that target these gene-gene networks are useful clinically for treating GBM.

## Supporting Information

S1 Fig **Overlap of DE genes calculated by 4 RNAseq Algorithms (EdgeR, Bayseq, Cufflinks, DEseq).** We analyzed genes that were shown to be DE by at least 3 out of the 4 algorithms (* symbol). We then filtered for genes that were shown to be DE by both Microarray Platforms in the TCGA GBM cohort and also were shown to have a |fold change| >1.2. The Pearson Correlation Coefficient and the p-value of the hypergeometric test were then plotted for every gene pair.
(TIF) Click here for additional data file.

S2 Fig **Fold Change dependent overlap of DE genes calculated by 4 RNAseq Algorithms and the TCGA Database.** The fold change threshold did not change the number of overlapped genes between the RNAseq and the TCGA analysis, when the consensus of 3+ RNAseq algorithms was used.
(TIFF) Click here for additional data file.

S3 Fig **Comparison between two Correlation Coefficients.** The Pearson and the Spearman Correlation Coefficients were calculated for every gene pair. In both patients gene pairs with high Pearson Correlation Coefficient show also high values for the Spearman Correlation Coefficient.
(TIF) Click here for additional data file.

S4 Fig **Pipeline for calculating the Hypergeometric Distribution and the Pearson Correlation Coefficient for every gene pair.**
(TIFF) Click here for additional data file.

S1 Table **Gene pairs consisting of the ones that had a PCC above 0.7 and were in the lowest 40% of the range of the hypergeometric log_10_ scale.**
(XLSX) Click here for additional data file.

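S1 Table lists pairs of genes for each tumor, with the hypergeometric log10 p and the Pearson correlation of the pair across the TCGA patients, as the paper computed them. The table holds 27 pairs for GBM17 and 39 for GBM31, and 14 pairs are in both lists. The paper's reported log10 p values run from -46.1495 to -27.7085 for GBM17 and from -44.723 to -26.9579 for GBM31. In the RNA-seq counts, both genes of a pair could be matched in 24 pairs for GBM17 and 37 for GBM31. The genes of a pair changed in the same direction in the tumor in 24 of 24 and in 37 of 37 pairs, with both genes higher than the controls in 24 pairs for GBM17 and in 36 for GBM31, and both lower in 1 pair for GBM31. These directions rest on 1 sample per tumor against the mean of the 2 controls. The number of DE genes among the S1 Table genes moved most with the coverage filter, to 0 in each tumor with at least 90% of the gene covered in every sample.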

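S2 Table holds pairs with a high Pearson correlation whose hypergeometric p is high, 27 pairs for GBM17 and 39 for GBM31, of which 21 are in both. The paper's reported log10 p values run from -1.73491 to 0 for GBM17 and from -2.24884 to 0 for GBM31, and they are exactly 0 in 7 and 6 pairs. In the counts, all 25 genes for GBM17 and 28 of the 29 for GBM31 were found, and 18 and 24 had reads in every sample. All of these were DE (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p under 0.05). In GBM17 all 18 were lower than in the controls, with a median log2 fold change of -4.84 and the largest decreases in NRGN (-6, standard error 0.56), CPLX2 (-5.89, standard error 0.45) and ICAM5 (-5.84, standard error 0.78). In GBM31, 18 were lower and 6 higher, and KCNC2 (-11.57, standard error 0.57) was among the genes that fell most. TOP2A (10.1, standard error 0.42), EZH2 (4.84, standard error 0.48) and BUB1B (4.78, standard error 0.51) rose most. When genes with a read in any sample were tested, all 25 and all 28 were DE. Both genes of a pair changed in the same direction in 27 of 27 matched pairs for GBM17 and in 37 of 37 for GBM31, with both genes lower in 27 and in 33 pairs. The S1 Table genes, in contrast, were mostly higher in the tumors. Among the settings chosen in advance, the coverage of at least 90% in every sample moved the S1 Table genes most, to 0 in each tumor.

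**Figure D3:**
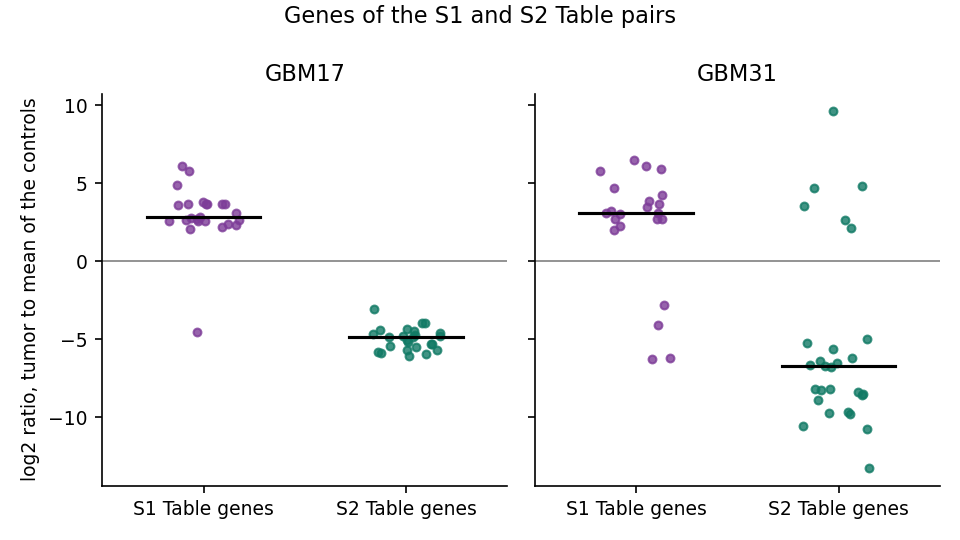
log2 ratio of the CPM in each tumor to the mean CPM of the 2 controls (y axis, with a pseudocount of 0.1 CPM) for each gene of the S1 Table and S2 Table pairs, in a panel per tumor, with a black line at the median. In GBM17 all 25 genes of S2 Table lie below 0, while 23 of the 24 matched S1 Table genes lie above.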

S2 Table **Gene pairs with a PCC above 0.7 and the highest hypergeometric log_10_ scale values.**
(XLSX) Click here for additional data file.

S3 Table **Gene list containing 464 genes are either epigenetic modulators, or genes implicated in the Notch, Shh and Wnt Pathways (though KEGG Pathways).**
(XLSX) Click here for additional data file.

S1 File **Perl scripts used in the pipeline.**
(TXT) Click here for additional data file.

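The scripts in S1 File work on TCGA expression values and not on the RNA-seq counts. They read a list of genes, with room for the fold change in the sequenced patient, and a table of log2 fold changes for each TCGA patient. For every patient they record which genes of the list have an absolute log2 fold change above 1.2. A line that would compare the sign of the change with that in the sequenced tumor is present but switched off. The later scripts count, for each gene, the patients in which it is DE, and for each pair of genes, the patients in which both are. From these numbers they compute the upper tail of the hypergeometric distribution for the pair. A separate script computes the Pearson correlation of each pair from the log2 fold changes of the TCGA patients, and the last script joins it to the log10 of the hypergeometric p. In the scripts as given, the RNA-seq counts enter only through the list of DE genes.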

How the deposited data were processed for this re-analysis (not part of the article)

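Expression was measured by RNA sequencing in 4 samples, 2 glioblastoma tumors (GBM17 and GBM31) and 2 brain tissues from patients with epilepsy (Control16 and Control34). The sample labels and the paper gave the condition of each sample, and the labels title the epilepsy samples with the same prefix as the tumors while describing them as epileptic, so the paper's names were used. The authors trimmed the reads, mapped them with TopHat and deposited, for each sample, the count of reads on each Ensembl gene without normalization. The fraction of each gene's length covered by reads was deposited by the authors in the same tables, as covered bases divided by the summed length of the gene's annotated features. The counting program, the annotation release and whether reads were paired were not stated in the paper, its supplementary files or the labels. Coordinates in the tables are those of GRCh37. Gene symbols and biotypes were taken from GENCODE release 29 by Ensembl identifier, and no coordinate of that release was used.

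The counts sum to 60177632 in GBM17, 43977412 in GBM31, 47563469 in Control16 and 39871022 in Control34. At these depths 3 reads, taken as the smallest value that can be shown, correspond to 0.05, 0.068, 0.063 and 0.075 CPM in that order. Each tumor is a group of 1 sample, so the error given for a tumor's fold change comes from the spread between the 2 controls and the fitted trend across genes, and there is no replicate check of the tumor itself.

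The main test was edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3) with TMM normalization, for GBM17 against both controls, for GBM31 against both controls, and for both tumors against both controls, on the 26452 genes with at least 1 read in all 4 samples. P-values were adjusted by the Benjamini-Hochberg method and genes with an adjusted p under 0.05 were called DE. The standard error of a log2 fold change was derived from the test statistic. The paper used baySeq, DESeq, edgeR and Cuffdiff and asked for 3 of the 4. Here edgeR's exact test, edgeR's quasi-likelihood test, DESeq2 1.42.0 and limma-voom (limma 3.58.1) were used, so DESeq2 takes the place of DESeq and 2 of the 4 tests belong to edgeR, and a gene was called DE in the consensus when at least 3 of the 4 called it. CPM values use the effective library sizes from TMM. The test script was tested on simulated counts for 26432 genes, of which 200 were changed by 5 on the log2 scale. The changed genes had more than 200 reads on average in the controls. Tumor and controls were drawn with the same fitted trend of variation. The simulation therefore does not speak to smaller changes, to genes with fewer reads or to repeated counting of reads. The quasi-likelihood test recovered 199 of them with 19 false calls, the exact test 199 with 16, DESeq2 200 with 53, limma-voom 174 with 2, and the likelihood ratio test with a fixed variation 200 with 330.

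The genes named in the text follow a rule set in advance. They are the 10 genes with the smallest adjusted p for each tumor among those above both controls or below both controls, the genes the paper names, and the 3 genes with the largest and the 3 with the smallest log2 fold change in S1 Table, S2 Table and Fig. 4. Some genes that meet the rule were left out of the text. Genes that could describe a person, such as those of the Y chromosome and of the HLA region, are never named. Gene lists of the paper were matched by symbol. Of the 464 genes of S3 Table 440 were matched, and 24 symbols that are no longer in use, or whose identifier changed, were left out. Gene expression ratios outside the models were taken as log2 of CPM plus a pseudocount of 0.1. Other computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.

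The alternatives tried were other tests (edgeR's exact test, DESeq2, limma-voom, and a likelihood ratio test with the biological coefficient of variation fixed at 0.4), other normalizations (RLE, upper quartile, total counts), other gene filters (at least 10 reads in every sample, at least 1 read in any sample, edgeR's own filter, at least 90% of the gene covered), an adjusted p under 0.1, all 4 samples in one fit, and each sample left out in turn. With a control left out of the comparison of a single tumor, 1 sample is compared with 1, and the likelihood ratio test with the fixed variation was used. For both tumors, leaving out a sample compares 1 with 2, and the main test was kept. A filter on more than 95% of the gene covered, and counts divided by 2, were added after the files had been seen. TCGA expression values were not analysed here, so the overlap with TCGA, the correlations and the hypergeometric p-values of the paper were not recomputed.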

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

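The predictions for the tests in this section were written before the test was run, except those on the number of genes and coverage in Control16, on even counts, on the S2 Table pairs, on the depth of GBM17 and GBM31, on oligodendrocyte markers in the controls, on the absence of reads in the controls by chance, and on the selection of HOX genes by their tumor reads, which were written after the result, or values close to it, had been seen. The 9 HOX genes in the first result below had been seen before the prediction on the other HOX genes was written.

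A signal in genes the paper does not report on came from genes with no read in either control. There were 31 genes with 0 reads in Control16 and Control34 and at least 100 reads in both tumors. No single gene of this kind was chosen in advance, so none is named. Because they have no read in a control, a set of genes common to all samples leaves them out. Absence by chance would need an expectation near 0, and the gene with the lowest share in the tumors would be expected to have 72 reads in Control34. The depth of Control34 thus does not account for the absence, but the minimum of 100 reads in both tumors fixed this in advance. The same was not examined for Control16. Of the 31 genes, 9 belong to the HOX clusters. The hypothesis of activity of the HOX gene clusters in both tumors was tested on the other genes of the clusters. Of the 39 others with at least 10 reads over the 4 samples, 35 (89.7%) were higher in both tumors than in both controls. This share is weak evidence by itself. HOX genes had 0 reads in Control16 and at most 9 in Control34, so the minimum of 10 reads selects genes by their tumor reads, and a few reads in both tumors are enough to be higher. Each of the 39 genes was therefore set against other genes with similar tumor reads. In 10000 sets of such genes a median of 25.6% were higher in both tumors. No set had as many as the HOX genes, so the share is given as 0.01%, the smallest these draws can give. Neighbouring HOX genes are not independent, which these sets do not take into account. All 52 HOX cluster genes of the files fall outside the 26452 genes with reads in every sample. HOX transcription in these tumors and not in the control tissue is a hypothesis, found and tested on the same 4 samples. The paper does not report it. RNA from other cells or libraries and reads shared between genes of similar sequence were not tested, and the pattern cannot be told apart from them. The matched sets argue against a batch that shifts all genes with similar tumor reads alike, since the highest set reached 22 of 39 genes against 35. A batch that follows the condition and acts on these genes only was not tested and cannot be told apart from the pattern.

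Outside the 8085 genes with more than 95% of their length covered in Control16, 2933 genes were DE in both tumors in the same direction, 1411 of them higher and 1522 lower, against 902 such genes inside. Whether the coverage filter on Control16 removes longer genes at the same read count was tested on the DE genes with 500 to 2000 reads in Control16. The median length was 3474 bases for 990 genes outside and 660 bases for 206 genes inside, a ratio of 5.26 (permutation test on log2 length, p = 1e-05, the smallest that 100000 resamples give). The covered share is covered bases divided by length. At a similar read count a cut-off above 95% therefore favors short genes by its definition. The length result and its p restate this and are no separate evidence. Inside the set 19% of the genes were higher in the tumors, and outside 48.1% were. The set is chosen by coverage in a control, which favors genes with more reads in that control, and so genes lower in the tumors. The split of directions follows from this choice at least in part, and no conclusion is drawn from it. This is a technical account, and no biological explanation was tested.

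The tumors moved in opposite directions in 26 genes that were DE in both, 22 of them higher in GBM17 and lower in GBM31, and 4 the reverse. The difference between the tumors was not tested, and each tumor is a single sample. The possible explanation of too few reads in the controls to place the control level was examined by counting genes with under 50 reads in at least 1 control, and 1 of the 26 had so few. Choosing genes that are DE and lower than the controls in 1 tumor already favors well-counted controls. The count therefore describes these 26 genes and is weak evidence against the explanation. A difference between patients, in tissue composition or in library preparation remains, and these cannot be told apart with 1 sample per tumor.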

How the results depend on the processing

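The main settings, the alternatives, the tests and the rule for naming genes were fixed before the processed files arrived. The filters on more than 95% coverage and the halved counts were chosen after seeing the data. Of the 213 rows that set a headline result against an alternative, 161 left it on the same side of its threshold or within the limit set for a count, 48 moved it and 4 weakened it. All 261 rows for the other named genes kept their direction and their side of the threshold. MCM2 and MCM7 stayed DE in GBM31 under every alternative fixed in advance that kept them among the tested genes. The halved counts were not examined for named genes.

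What counts as a mapped gene mattered most. At 1 read the numbers were 37524 in GBM17, 35328 in GBM31, 29812 in Control16 and 37511 in Control34. With at least 90% of the gene covered they were 19073, 16943, 9558 and 18677, with at least 99% covered 13205, 11660, 6898 and 12722, and with more than 95% covered 16675, 14804, 8085 and 16200. At least 50% moved Control16 alone, to 17808. Genes common to the 4 samples fell from 26452 to 15429, 7802 and 5512 at 50%, 90% and 99%, and to 6486 above 95%. Coverage depends on gene length and on how evenly reads spread, so such a filter keeps short or highly expressed genes.

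The same filters moved the counts of DE genes. They also cut the genes tested from 26452, to 7802 with at least 90% covered in every sample. With more than 95% covered in Control16, 8085 were tested. Lower counts therefore do not by themselves show a lower share of DE genes. With at least 90% of the gene covered in every sample there were 1557 instead of 5743 DE genes in GBM17, 1361 instead of 5496 in GBM31, 1317 instead of 4194 for both tumors together, and 1548 and 1363 instead of 5682 and 5441 in the consensus. Of the S1 Table genes 0 instead of 24 remained for GBM17 and 0 instead of 22 for GBM31, and of the S3 Table genes 28 instead of 110 and 23 instead of 104. Limited to genes with more than 95% covered in Control16, the numbers were 1370, 1373 and 937 for the DE genes, 1384 and 1368 for the consensus, 0 and 2 for the S1 Table genes, and 19 and 17 for the S3 Table genes. MCM2, MCM3, MCM7 and DNMT1 fail both filters and have no value there.

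For both tumors against both controls, DESeq2 gave 6677 genes, the fixed variation of 0.4 gave 7574, genes with a read in any sample gave 7268, and an adjusted p under 0.1 gave 6563, against 4194. The quasi-likelihood test allows for the uncertainty of each gene's variation, which the Wald test of DESeq2 and the likelihood ratio test do not. Genes without reads in a sample enter only when a read in any sample is enough. New genes are not the only change under that filter. MCM2, MCM3, MCM7 and DNMT1, tested under both filters, had smaller adjusted p values with it in GBM31. How much of each rise is due to these differences was not tested. The fixed variation left 56 and 65 S3 Table genes DE in GBM17 and GBM31, and it moved DNMT1 (log2 fold change 1.727) to an adjusted p of 0.053.

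Leaving out one sample at a time gave from 3769 to 5454 DE genes in GBM17, from 1070 to 5743 for both tumors, from 36 to 53 S3 Table genes in GBM17 and from 43 to 52 in GBM31. The log2 fold change of MCM3 ranged from 1.733 to 2.408 and lost significance without Control34, and that of DNMT1 ranged from 1.531 to 1.944 and lost it without either control. For a single tumor these fits compare 1 sample with 1 at the assumed variation of 0.4, while the fixed variation with both controls kept gives the part due to the variation. That part accounts for most of the loss of S3 Table genes and for that of DNMT1. It does not account for the lower number of DE genes in GBM17 without Control16, which was 5728 at the fixed variation with both controls, or for the loss of MCM3, which had an adjusted p of 0.0186 there. For both tumors the fits compare 1 sample with 2 and estimate the variation. Depth limits what can be seen below 3 reads, or 0.05 to 0.075 CPM, and its effect on the calls was not tested.

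Summing several rows of a gene, and counting rows in place of genes, were not run because each gene has 1 row. The tumor of a comparison with 1 tumor cannot be left out.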

Differences from the paper's values

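A value is said here to come near the paper's when neither is more than 1.5 times the other. The paper reports about 15000 genes with nearly complete transcript coverage for GBM17, GBM31 and Control34. The main setting, at least 1 read, is a wider definition and gave 37524, 35328 and 37511. Of the alternatives set before the files arrived, at least 90% of the gene covered (19073, 16943 and 18677) and at least 99% covered (13205, 11660 and 12722) came near the paper's number, and at least 10 reads and at least 50% covered did not. More than 95% covered, chosen after seeing the values, came near it with 16675, 14804 and 16200.

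For Control16 the paper's number is 8085 mapped genes, against 29812 with at least 1 read. At least 90% covered (9558) and at least 99% covered (6898) came near it, and at least 10 reads and at least 50% covered did not. More than 95% of the gene covered gave 8085, and this cut-off was chosen after seeing the values. The paper's 8085 common genes stand against 26452 with at least 1 read in all 4 samples. At least 90% covered (7802) and at least 99% covered (5512) came near it, at least 10 reads and at least 50% covered did not, and more than 95% covered in all 4 samples, chosen after seeing the values, came near it with 6486.

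The paper's consensus holds 1081 DE genes for GBM17 and 967 for GBM31, against 5682 and 5441 here. Among the alternatives set in advance, only at least 90% of the gene covered in every sample came near these numbers, with 1548 and 1363 genes, which are still higher. The number of tests required, the other gene filters, the adjusted p under 0.1 and the fold change thresholds did not. Limited to genes with more than 95% covered in Control16, a filter chosen after seeing the values, the numbers came near as well, with 1384 and 1368. The paper built its networks from genes it called DE. Of the matched S1 Table genes, 0 remained in either tumor at 90%, and 0 in GBM17 and 2 in GBM31 at 95%. Near counts therefore do not show that the paper's DE lists came from these gene sets.

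For edgeR alone, the paper's number for GBM17 is about 1000 in Fig. 1, read by eye, against 5743 with the quasi-likelihood test. None of the alternatives set before the files arrived came near it, and the lowest, at least 90% of the gene covered in every sample, gave 1557. More than 95% of the gene covered in Control16, chosen after seeing the values, came near it with 1370. For DESeq alone, the paper's number for GBM17, also read from a figure, is about 4300. DESeq2, which stands in for DESeq, came near it at the main setting with 6405, which is higher. That count rests on 26452 tested genes, while the paper limited its DE analyses to 8085 genes. The gene sets are unlike, so the near count does not show that the paper's DESeq list was recovered. DESeq2 alone was not counted here under the coverage filters. At the same main setting, edgeR did not come near the paper's number.

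The paper describes the lists of its algorithms as mostly separate from each other. Here all 4 tests called 73.8% of the genes called by any of them in GBM17 and 71.8% in GBM31, but edgeR is the only tool shared with the paper, in another version, and 2 of the 4 tests here belong to it, so the overlaps are not measured alike. The paper limits its DE analyses to the genes of Control16. Of the matched S1 Table genes, 0 of 24 for GBM17 and 2 of 22 for GBM31 are among the 8085 genes with more than 95% of their length covered in Control16, a set chosen after seeing the values. MCM2, MCM3 and MCM7 are covered over 31.2%, 69% and 33.2% of their length in Control16.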

Other observations

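Control16 had fewer detected genes than Control34, and 3 technical explanations were tested. A lower sequencing depth would need fewer reads, and the ratio of total counts of Control16 to Control34 was 1.19. Repeated counting of the same fragments, as in a library of low complexity, would leave less of a gene covered at the same number of reads. Among genes of at least 5000 bases with 100 to 150 reads, the median length covered was 684 bases in Control16 and 2944.5, 2565.5 and 2878 bases in GBM17, GBM31 and Control34, a ratio of 0.27 to the lowest of the others. Uneven coverage without repeated counting, such as from degraded RNA, would keep the share of genes with 1 or 2 reads. That share was 2.38% in Control16 against 7.85% to 8.23% in the others, a ratio of 0.3 to the lowest. The pattern is consistent with repeated counting of few fragments. As a scale, keeping 13.1% of the fragments of Control34 would be expected to leave it with as many detected genes as Control16. Under this hypothesis the counts of Control16 may be less precise than their depth implies. No biological explanation was tested.

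Even read counts were more frequent than odd ones. Among genes with 1 to 20 reads, the share of even counts was lowest in GBM17, at 67.6%, and 72.6% in Control16. Counting both reads of a fragment separately may be the reason, which would make the number of fragments smaller than the count. Halving the counts, tried after seeing this, gave 5410 DE genes in GBM17, 5091 in GBM31 and 4349 for both tumors.

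The 8085 genes with more than 95% of their length covered in Control16 have a median length of 437 bases, and 19.2% of them are annotated as protein coding. The other genes detected in Control16 have a median length of 2217 bases.

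S2 Table pairs have a high correlation but a hypergeometric log10 p near 0. By arithmetic, when 2 genes are DE in exactly the same patients of 433, the lowest log10 p is 0 if that is all 433 patients, -2.64 if 1 patient is missing, -19.76 if 10 are missing and -46.22 if 30 are missing. Genes that are DE in nearly all patients therefore cannot reach a low hypergeometric p, however closely they follow each other. If this applies to S2 Table, its genes should change more than those of S1 Table. The median absolute log2 ratio of S2 Table genes exceeded that of S1 Table genes by 1.89 in GBM17 (4.87 for 25 genes against 2.98 for 24, permutation test, p = 1e-05, the smallest that 100000 resamples give) and by 4.8 in GBM31 (8.18 for 26 against 3.38 for 20, permutation test, p = 2e-05), with genes of both tables left out. This is in line with a ceiling of the test, and the genes are not independent of each other. The TCGA values that would settle it were not analysed here.

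Neuronal genes were lower in both tumors. For 11 neuron markers outside the lists of the paper, the median log2 ratio to the controls was -4.7 in GBM17 and -7.79 in GBM31. All 11 were lower in both tumors. Of 10000 gene sets matched for their control level, none was as low. The share is given as 0.01%, the smallest these draws can give. Fewer neurons in the tumor samples than in the control tissue may account for the fall of such genes. A change inside the cells was not tested. The fall was not limited to neurons. Oligodendrocyte markers were lower in 8 of 8 genes in both tumors, with a median log2 ratio of -2.19 in GBM17 and -4.28 in GBM31, and 0.6% and 0.02% of matched sets were as low. Astrocyte markers had a median log2 ratio of 0.86 and 1.08, with 3 and 2 of 8 lower.

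Most neuron markers were lower in GBM31 than in GBM17, and several were nearly absent there. The median neuron marker was at 3.8% of the control level in GBM17 and at 0.5% in GBM31, and 9 of 11 were higher in GBM17. GAP43 and THY1 were higher in GBM31 (174.1 and 35.39 CPM) than in GBM17 (165.93 and 20.54 CPM). GAD1 was nearly equal, at 23.62 CPM in GBM31 and 24.38 CPM in GBM17. A difference in sequencing depth would need a ratio of total counts as large as that of the marker reads, and the ratios were 1.37 and 5. Neuron-containing tissue, or RNA from other libraries, in GBM17 would leave a similar share of each marker. The interquartile range of the log2 share over markers was 1.47 in GBM17, and 7 of 8 oligodendrocyte markers were also higher in GBM17 than in GBM31. Over all 11 neuron markers in GBM17 the log2 ratio to the controls ran from -6.82 to -0.4, so the share was not similar for every marker. Neuron-containing tissue in the GBM17 sample may still explain part of the difference between the tumors. RNA from other libraries cannot be told apart from it.

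Oligodendrocyte markers were higher in Control34 than in Control16 in 8 of 8 genes, with a median log2 ratio of 1.64, while the median for neuron markers was -0.32. The lower complexity of Control16 would affect other genes of the same level too. Of 10000 gene sets matched for their level in Control34, none had as high a median. The share is given as 0.01%, the smallest these draws can give. The controls may hold different shares of oligodendrocytes, which was not tested in any other way.

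The log2 fold changes of GBM17 and GBM31 shared their sign in 3835 of the 3861 genes DE in both, and their correlation across genes was 0.778. The shared controls alone could produce some of this. With a different control for each tumor the correlation across genes was 0.66 and 0.689, so it did not rest on the shared samples only. Of the 3 splits of the 4 samples into 2 and 2, only the real split, 1 of 3, gave 4194 or more DE genes, and the others gave 0. So few splits cannot give a share under 0.05. The sequencing batches are not known, so a batch that follows the condition cannot be told apart from the tumors.

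Gene length and GC content were checked as sources of bias between libraries. The Spearman correlation of the log2 fold change with gene length was 0.017 in GBM17 and -0.018 in GBM31, and for Control16 against Control34, with no tumor in it, it was -0.054. A length effect of the size seen in the tumors may thus be technical, and it is close to 0. For GC content, known for 91.4% of the genes, it was -0.213 and -0.148 in the tumors and 0.13 between the controls, weaker than in the tumors but not absent.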
